A study of Homo sapiens with 15 samples. Its data were reported in "Drug-resilient Cancer Cell Phenotype Is Acquired via Polyploidization Associated with Early Stress Response Coupled to HIF2α Transcriptional Regulation" (2024).

How the data were processed

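RNA of HCC1806 cells was measured in 15 libraries, 3 in each of 5 groups taken from the sample labels: CTL, Progeny, and cells at 0, 5 and 10 days post treatment (DPT). Replicate numbers came from the same labels, and the study calls its 3 replicates of a condition biological without saying whether they were separate cultures. Per the study's methods, messenger RNA was selected with poly-T beads, converted with random primers by a kit that does not mark strand, and sequenced in pairs. The authors trimmed reads with fastp, aligned them with STAR and counted them per gene with featureCounts, on the hg38 genome build that the submitters' processing notes name. Tool versions, the annotation release and the strand setting are not given in the sources used here. The deposited table held raw counts of reads per gene, one column per library, for 58735 genes, and 0 columns of other samples. Library totals ran from 15490326 to 19821546 counts.

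Random priming and poly(A) selection limit what the counts can show. Transcripts that end without a poly(A) tail, such as those of replication-dependent histones, are sampled only as far as selection is incomplete. Reads of near-identical copies (BOLA2B and BOLA2, histone genes, ribosomal protein genes and their pseudogenes) and of overlapping or antisense genes are uncertain, as strand was not marked. No spike-in was used here, so levels are relative to the other genes of a library and a change in total RNA per cell is not seen.

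Each comparison was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3, using TMM scaling and the two-sided quasi-likelihood F test with group as the only term. Adjusted p in the text are Benjamini-Hochberg values of that test over the 17831 genes that passed edgeR's expression filter across all 15 libraries, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of F. Levels are TMM-scaled CPM as means with standard deviations. Genes with no read in one group were compared with a floor of 3 counts over the 3 libraries of that group, which covers counting error only, and PCR reads without molecular identifiers are not independent molecules.

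The rule for the genes to name, 34 gene lists and the tests of genes and lists were fixed before the data were examined, and some tests of explanations were chosen after the result was seen. Named were protein-coding genes among the 6 largest increases and decreases against CTL (3 between treated groups) with a mean of 5 CPM or more in the higher group and no overlap between libraries, 36 genes the study names, and up to 4 called members per list with the largest change and at least 1 CPM. Some list members that met this rule are not reported here. The lists cover AP-1, HIF components, hypoxia targets, S phase, G2/M, G1/S control, p53 targets, DNA repair, secretion, interferon response, cholesterol, unfolded protein response, aminoacyl-tRNA synthetases, mesenchymal, epithelial, basal, squamous, colon, fibroblast and endothelial, and blood cell genes, O-glycosylation, retinoic acid, matrix interactions, chromatin modifiers, platinum transport, lysosome, peroxisome, Notch, apoptosis, histone variants, replication-dependent histones, mitochondrial mRNA, ribosomal proteins and reference genes. Lists with at least 3 tested members were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 among members and Benjamini-Hochberg adjustment over the lists. Components were computed on the 500 most variable genes.

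Alternatives were DESeq2 1.42.0, its size factors in edgeR, library size alone, no filter, a stricter filter (1 CPM in at least 3 libraries), a joint fit of all libraries, the replicate number as a block, protein-coding genes alone, an added threshold of 1 on the log2 fold change, each library left out in turn (for components and correlations, all libraries of one replicate number), an estimated correlation in camera, and fry. Ranges given for a list cover 10 settings, namely DESeq2 size factors, the stricter filter, the replicate block, the GC and length trends removed, and each of the 6 libraries left out. An offset for trends on GC content and gene length (natural splines with 4 degrees of freedom) was added after seeing the data. GC content came from the longest transcript in a GRCh37 annotation, matched by gene identifier for 17656 tested genes (99%), and gene length from the deposited table. Bootstrap intervals of 95% used 10000 draws over list members.

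The fits were tested on simulated counts of 17831 genes with the means and library sizes of 10 DPT and CTL, changing 200 genes with a mean count of 50 or more. edgeR recovered 49 of 67 genes changed 1.5-fold, 65 of 67 changed 2-fold and 66 of 66 changed 4-fold, with 10 false calls, and camera called the list that was changed (adjusted p = 6.6e-49) and 0 others. Genes were drawn independently of each other, so this run does not test list calls where members vary together. Replicate libraries differed beyond sampling noise, with a median chi-square over genes 1.91 to 7.28 times that of sampling noise, for genes with a summed count of 10 or more in the pair, so none was treated as a duplicate. To judge overlaps of comparisons that share libraries, 20 data sets of unchanged groups were simulated.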

Results

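HCC1806 is a cell line from a triple-negative breast carcinoma, and cisplatin is a platinum drug that crosslinks DNA. RNA was sequenced from 5 groups of 3 libraries. CTL were untreated. Treated cells had cisplatin for 72 h and were taken 0, 5 or 10 days post treatment (DPT). Progeny were dividing descendants of surviving cells. Per the study's methods, a mesh filter kept large treated cells before reseeding or analysis. No such step is described for untreated cells, so differences from CTL can include this selection. Few reseeded cells survived to 10 DPT, so days can differ by loss of cells. No time-matched untreated culture is described, so time and treatment are not separated. The comparisons ask how surviving cells, which the study describes as large and polyploid, differ from untreated cells, between days and from descendants. Genes detected numbered 23777 to 24056 in CTL, 23722 to 24775 at 0 DPT and 25720 to 26415 at 5 DPT. At 10 DPT they numbered 25939 to 26671 and in Progeny 24689 to 24874. The titles of the Progeny libraries name HCT116, a colon carcinoma line, as control, whereas their other labels name HCC1806, cisplatin and Progeny. Levels are in CPM, counts scaled to one common library total, as means over 3 libraries, relative within a library.

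Summed levels of 22 basal breast genes were 8240 ± 290 CPM in Progeny (SD, n = 3) and 7960 ± 99.5 CPM in CTL (SD, n = 3), scaled by library total alone. Those of 20 colon epithelium genes were 19.3 ± 0.193 CPM and 23.8 ± 1.77 CPM (SD, n = 3 each). The mean Pearson correlation of log2 CPM across genes with CTL libraries was 0.9722 for Progeny, 0.9734 for 0 DPT, 0.972 for 5 DPT and 0.9547 for 10 DPT, against 0.9871 to 0.9898 within groups. Genes are not independent replicates.

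Groups stood apart in a principal component analysis of the 500 most variable genes. The first component held 54% of the variance and ran from CTL (mean score -28.2) through Progeny (-9.75), 0 DPT (-1.2) and 5 DPT (12) to 10 DPT (27.2), with standard deviations from 0.067 to 1.92 within groups. The second held 19.9% and parted 0 DPT (17.3) from Progeny (-18.4). Over all tested genes the shares were 33.8% and 24.5%. FOSL1 (chromosome 11, 65892049 to 65900573, minus strand), EPAS1 (chromosome 2, 46293667 to 46386703, plus strand), HMMR (chromosome 5, 163460203 to 163491945, plus strand), MMP1 (chromosome 11, 102789920 to 102798160, minus strand) and PSCA (chromosome 8, 142670308 to 142682724, plus strand), named in several comparisons, are protein-coding genes placed here on hg38.

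**Figure D1:**
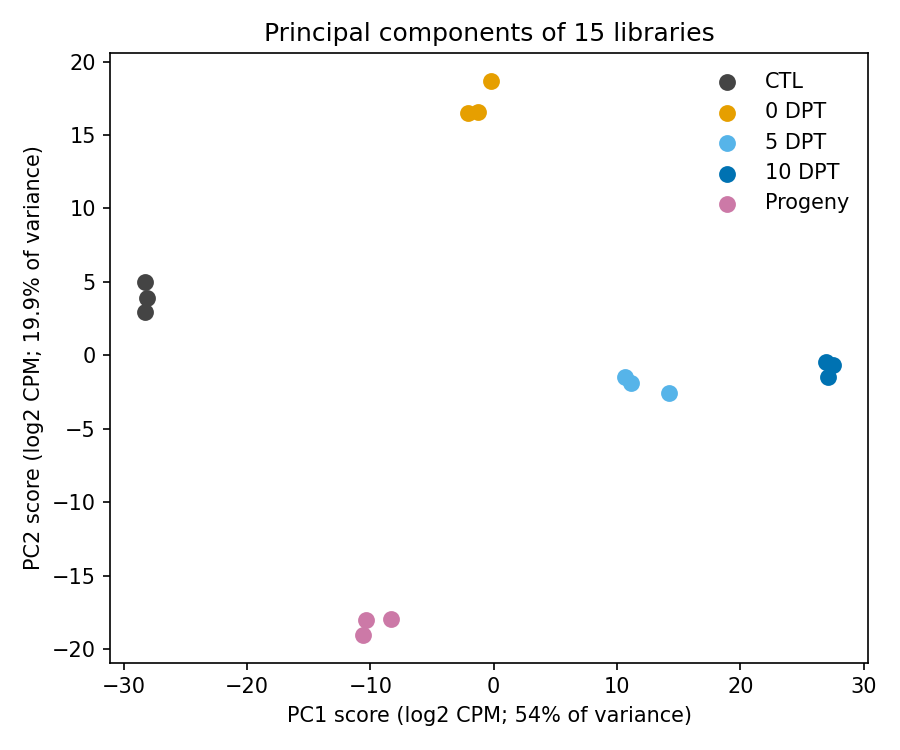
Scores of the 15 libraries on the first 2 principal components of log2 CPM, one point per library, by group. CTL lies lowest on the first component (mean -28.2) and 10 DPT highest (27.2).

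Of 34 gene lists fixed before the data were examined, camera called 10 higher and 0 lower at 0 DPT against CTL, 8 and 2 at 5 DPT, 7 and 1 at 10 DPT and 7 and 6 in Progeny. Between treated groups it called 0 and 4 from 0 to 5 DPT, 4 and 4 from 5 to 10 DPT, 3 and 4 from 0 to 10 DPT and 3 and 8 in Progeny against 10 DPT. With the correlation among members estimated from the data by camera, 0 lists were called in any of the 8 comparisons, while 6, 6, 5, 4, 3, 4, 3 and 4 had an unadjusted p under 0.05 and fry, which asks only whether members move one way, called 17, 19, 26, 26, 10, 16, 18 and 19. The labels do not say that the 3 libraries of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical.

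**Figure D2:**
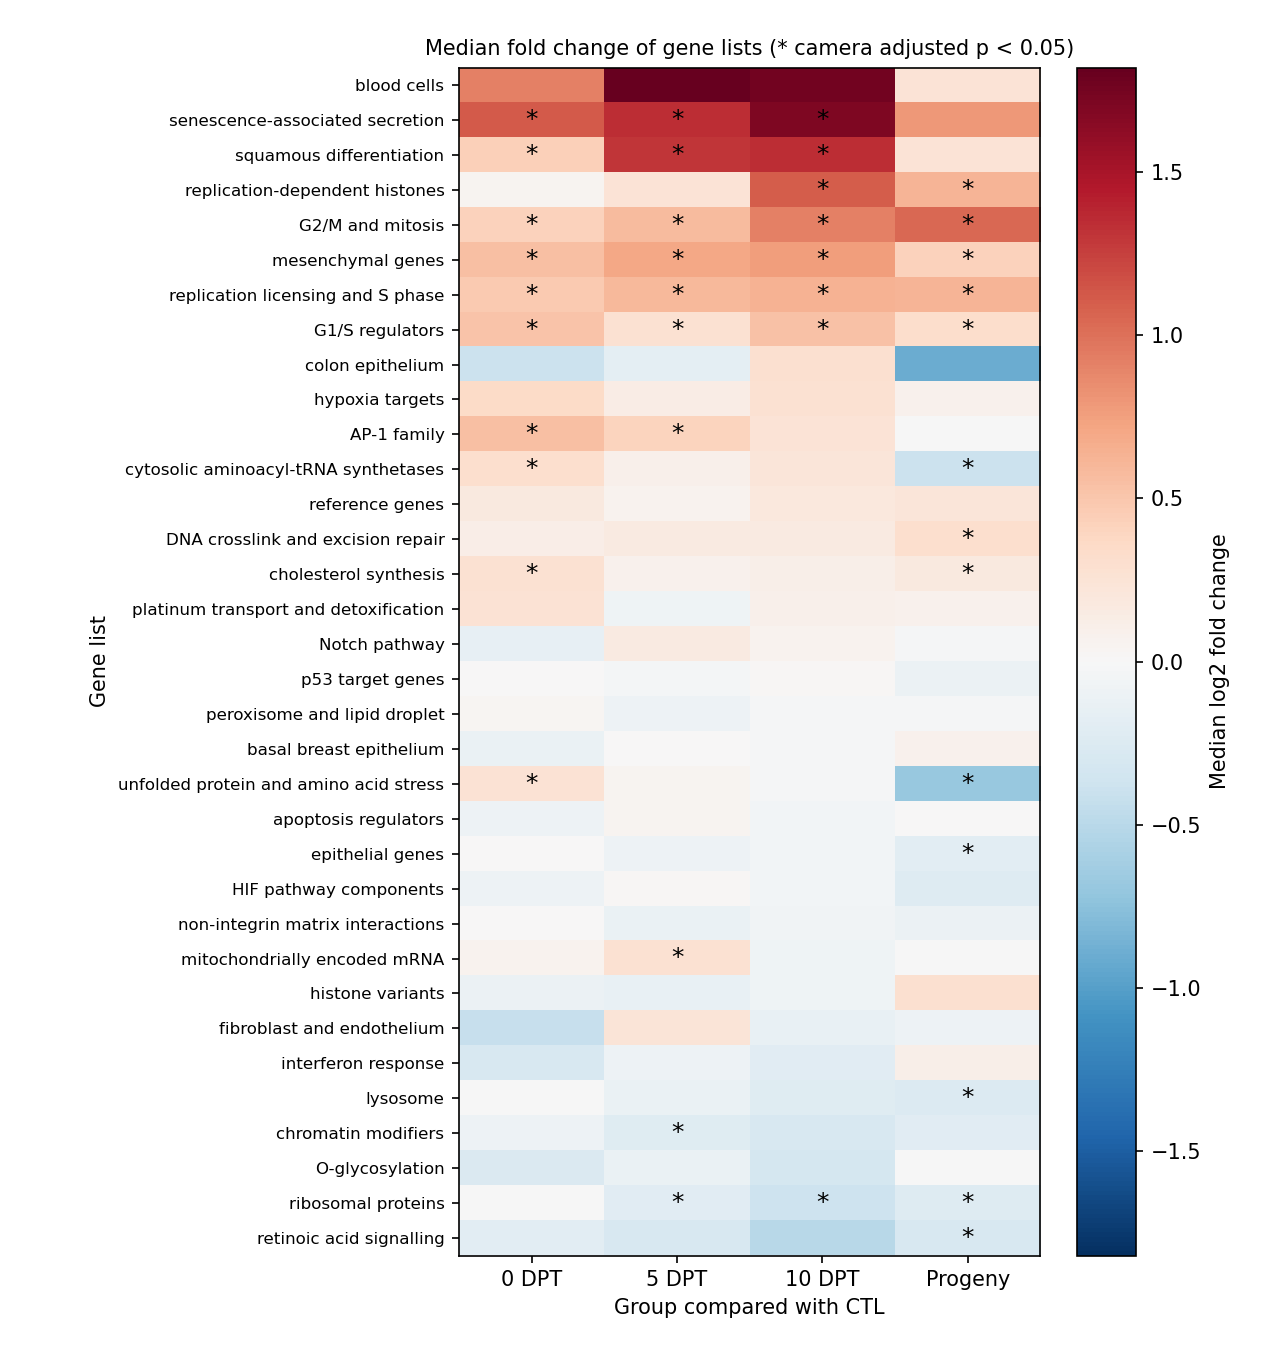
Colour gives the median log2 fold change of the tested members of each of 34 gene lists (vertical axis) in the 4 comparisons with CTL (horizontal axis), with TMM scaling, and stars mark camera adjusted p under 0.05. At 10 DPT the G2/M and mitosis list had a median of 0.92 and the ribosomal protein list of -0.38, with the same sign under each scaling.

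At the end of the 72 h exposure (0 DPT), changes against CTL were ranked, as in each comparison below, among protein-coding genes with a mean of 5 CPM or more in the higher group and no overlap between libraries. PI3, which encodes the elastase inhibitor elafin, rose by log2 4.16 (standard error 0.30, adjusted p = 4.9e-05, 13.7 CPM against 0.756 CPM, n = 3 and 3). MMP1, an interstitial collagenase, rose by log2 3.87 (standard error 0.14, adjusted p = 3.37e-06), SPRR1B, a cornified envelope precursor, by 3.75 (standard error 0.24, adjusted p = 3.39e-05), and ANKRD1, a target of YAP signalling, by 3.40 (standard error 0.20, adjusted p = 2.38e-05). FOSL1, which encodes the AP-1 subunit FRA-1, went from 8.28 to 63.4 CPM (log2 2.94, standard error 0.14, adjusted p = 1.24e-05).

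The largest decreases of that ranking at 0 DPT were in ABI3BP, a matrix protein gene (log2 -2.55, standard error 0.21, adjusted p = 8.85e-05), KIT, a receptor tyrosine kinase gene (log2 -2.34, standard error 0.16, adjusted p = 3.8e-05), and TNFSF10, which encodes the death ligand TRAIL (log2 -2.34, standard error 0.15, adjusted p = 3.42e-05, from 82.1 to 16.1 CPM). CCDC80 fell by 2.21 (standard error 0.10, adjusted p = 1.02e-05) and ATOH8, a transcription factor gene, by 2.19 (standard error 0.22, adjusted p = 0.000203). BOLA2B reached 18.6 CPM with a standard deviation of 25.9 CPM in 3 libraries. Its near-identical copy BOLA2 makes its reads uncertain. Its call was lost without CTL replicate 2 (adjusted p = 0.0875, from 9.6e-07 to 0.0875 over all other settings, 3 of 14 of which ended it).

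Among the genes the study names, JUN (log2 0.93, adjusted p = 9.92e-05), ATF3 (log2 0.87, adjusted p = 0.000461), MCM7 (log2 0.55, adjusted p = 0.00115), FOXM1 (log2 0.48, adjusted p = 0.00184), E2F4 (log2 0.57, adjusted p = 0.000696) and VEGFA (log2 0.91, adjusted p = 0.000139) rose at 0 DPT. GATA3 (log2 -0.73, adjusted p = 0.000444), FOXA1 (log2 -0.94, adjusted p = 0.000638), BPIFB1 (log2 -2.36, adjusted p = 0.00068) and CDH5 (log2 -1.68, adjusted p = 0.0102) fell. EPAS1, which encodes HIF-2 alpha, was not called (log2 -0.04, adjusted p = 0.678), nor were JUNB, FOSL2, RB1 and VHL. HIF1A was called (log2 0.59, adjusted p = 0.0369), but not without CTL replicate 2 (adjusted p = 0.134, from 0.000442 to 0.134 over all other settings, 5 of 15 of which ended the call).

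Camera called 3 lists of the cell cycle higher at 0 DPT. Of the 38 tested genes of replication licensing and S phase, 29 rose, 0 fell and 9 were not called, or 32 higher when adjusted over the list alone (median log2 0.48, camera adjusted p = 1.76e-11, adjusted p = 0.0821 with an estimated correlation). CDC6, which loads the replicative helicase, rose by log2 1.29 (adjusted p = 3.39e-05) and ORC6, of the origin recognition complex, by 1.13 (adjusted p = 0.000111). Of 35 genes of G2/M and mitosis, 21 rose and 14 were not called, or 23 higher when adjusted over the list alone (median log2 0.41, camera adjusted p = 1.93e-07, adjusted p = 0.158 with an estimated correlation). UBE2C rose among them (log2 0.94, adjusted p = 0.000224). Of 23 genes of G1/S control, a list partly chosen by the study on these samples, 13 rose and 1 fell, or 14 and 2 adjusted over the list alone (camera adjusted p = 0.00534, adjusted p = 0.158 with an estimated correlation). The cyclin gene CCNE1 rose by log2 1.25 (adjusted p = 0.000162) and the cyclin kinase inhibitor gene CDKN1A by 1.02 (adjusted p = 0.000684).

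Of 25 genes of senescence-associated secretion, 15 rose and 2 fell, or 16 and 2 adjusted over the list alone (median log2 1.11, camera adjusted p = 8.32e-07, adjusted p = 0.151 with an estimated correlation). EREG, an EGF receptor ligand gene, rose among them (log2 1.77, adjusted p = 6.89e-05). MMP10 had no read in any CTL library and was at least 6.16-fold higher at 0 DPT, against a floor of 3 counts over the group (adjusted p = 0.0242). Of 24 mesenchymal genes, 13 rose and 3 fell, or 14 and 3 adjusted over the list alone (median log2 0.55, camera adjusted p = 0.0037, adjusted p = 0.158 with an estimated correlation). LOXL2 rose among them (log2 1.92, adjusted p = 5.73e-05). Of 20 genes of squamous differentiation, 10 rose and 3 fell, the same numbers adjusted over the list alone (median log2 0.43, camera adjusted p = 0.00642, adjusted p = 0.621 with an estimated correlation). This call ended with the trends on GC content and gene length removed (adjusted p = 0.0559).

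Camera also called lists of amino acid stress, cholesterol synthesis, synthetases and AP-1 higher at 0 DPT. Of 24 genes of the unfolded protein and amino acid response, 10 rose, or 12 higher and 1 lower adjusted over the list alone (median log2 0.26, camera adjusted p = 0.0119, adjusted p = 0.462 with an estimated correlation). CHAC1, which degrades glutathione, rose among them (log2 0.98, adjusted p = 0.000249). Of 25 genes of cholesterol synthesis, 12 rose and 1 fell, or 13 and 1 adjusted over the list alone (median log2 0.28, camera adjusted p = 0.00515, adjusted p = 0.317 with an estimated correlation). Of 20 genes of cytosolic aminoacyl-tRNA synthetases, 9 rose, or 11 higher and 1 lower adjusted over the list alone (median log2 0.30, camera adjusted p = 0.00843, adjusted p = 0.158 with an estimated correlation). Of 18 AP-1 genes, 9 rose and 1 fell, the same adjusted over the list alone (median log2 0.55, camera adjusted p = 0.0229, adjusted p = 0.334 with an estimated correlation). This call ended without 0 DPT replicate 2 (adjusted p = 0.0653) and with the GC and length trends removed (adjusted p = 0.126, the highest of a range that began at 0.00936). The AP-1 and synthetase lists were chosen by the study on these samples and are not independent evidence.

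In all, 2722 genes were higher and 2484 lower at 0 DPT than in CTL, or 594 and 484 with at least a 2-fold change. Among tested genes 45.5% had no overlap between the groups, where 10% is the share by chance. Without CTL replicate 1 the counts were 1803 higher and 1577 lower, and without CTL replicate 2 1572 and 1359.

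After 5 days of recovery (5 DPT), SAA1, an acute phase apolipoprotein gene, was higher than in CTL by log2 5.01 (standard error 0.28, adjusted p = 4.58e-08, 8.78 CPM against 0.266 CPM, n = 3 and 3). CXCL5, a neutrophil attractant gene, rose by log2 4.68 (standard error 0.34, adjusted p = 3.89e-07), CRYAB, a small heat shock protein gene, by 4.38 (standard error 0.31, adjusted p = 3.31e-07), ANKRD1 by 4 (standard error 0.19, adjusted p = 2.13e-08) and IL32, a cytokine gene, by 3.82 (standard error 0.24, adjusted p = 1.54e-07). PSCA, a surface antigen gene, fell from 166 to 27.7 CPM (log2 -2.58, standard error 0.09, adjusted p = 2.72e-09). TNFSF10 (log2 -1.85, standard error 0.10, adjusted p = 3.9e-08), the mucin gene MUC16 (log2 -1.83, standard error 0.18, adjusted p = 4.41e-06) and ABCG1, a sterol exporter gene (log2 -1.81, standard error 0.09, adjusted p = 2.27e-08), also fell.

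Of the genes the study names, FOSL1 (log2 2.54, adjusted p = 2.54e-08), JUN (log2 1.40, adjusted p = 2.44e-08), ATF3 (log2 1.68, adjusted p = 3.9e-08), MCM7 (log2 0.65, adjusted p = 5.64e-06), HIF1A (log2 0.54, adjusted p = 0.00142), EGLN3 (log2 1.38, adjusted p = 6.21e-05) and CCND1 (log2 0.27, adjusted p = 0.00349) rose at 5 DPT. GATA3 (log2 -0.64, adjusted p = 2.25e-05), FOXA1 (log2 -1.03, adjusted p = 3.08e-06) and EGLN1, which encodes an oxygen-sensing hydroxylase (log2 -0.59, adjusted p = 7.3e-05), fell. EPAS1 was called higher (log2 0.17, adjusted p = 0.039), but not without CTL replicate 2 (adjusted p = 0.126, from 0.00529 to 0.126 over all other settings, 7 of 15 of which ended the call). VEGFA, JUNB, RB1 and VHL were not called. HIST1H4B had no read in any CTL library and was at least 8.46-fold higher, against a floor of 3 counts over the group (adjusted p = 0.00122).

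Camera called 3 lists of the cell cycle higher at 5 DPT. Of 38 genes of replication licensing and S phase, 37 rose and 1 was not called, the same adjusted over the list alone (median log2 0.59, camera adjusted p = 1.27e-14, adjusted p = 0.14 with an estimated correlation). Of 35 genes of G2/M and mitosis, 34 rose, the same adjusted over the list alone (median log2 0.58, camera adjusted p = 2.92e-12, adjusted p = 0.232 with an estimated correlation). HMMR, a spindle protein gene, rose by log2 1.72 (adjusted p = 1.54e-07) and CDK1, the mitotic kinase gene, by 1.08 (adjusted p = 2.5e-07). Of 23 genes of G1/S control, in part the study's own choice, 14 rose and 2 fell, the same adjusted over the list alone (camera adjusted p = 0.00153, adjusted p = 0.14 with an estimated correlation).

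Camera also called the secretion, mesenchymal, squamous and AP-1 lists higher at 5 DPT. Of 25 genes of senescence-associated secretion, 20 rose and 3 fell, or 20 and 4 adjusted over the list alone (median log2 1.34, camera adjusted p = 6.31e-07, adjusted p = 0.14 with an estimated correlation). IL1A rose among them (log2 2.10, adjusted p = 8.41e-08). Of 24 mesenchymal genes, 16 rose and 2 fell, or 16 and 3 adjusted over the list alone (median log2 0.70, camera adjusted p = 0.000278, adjusted p = 0.14 with an estimated correlation), with the fibronectin gene FN1 higher by log2 1.96 (adjusted p = 2.44e-07) and S100A4 lower (log2 -1.75, adjusted p = 1e-07). Of 20 squamous genes, 13 rose and 4 fell, the same adjusted over the list alone (median log2 1.30, camera adjusted p = 0.00153, adjusted p = 0.58 with an estimated correlation). Of 18 AP-1 genes, the study's own family, 10 rose and 2 fell, the same adjusted over the list alone (median log2 0.40, camera adjusted p = 0.0087, adjusted p = 0.247 with an estimated correlation).

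Of 83 ribosomal protein genes, 4 rose and 32 fell at 5 DPT, or 5 and 34 adjusted over the list alone (median log2 -0.20, camera adjusted p = 0.000932, adjusted p = 0.838 with an estimated correlation). Of 13 mitochondrially encoded mRNAs, 7 rose, the same adjusted over the list alone (median log2 0.28, camera adjusted p = 0.0163, adjusted p = 0.586 with an estimated correlation). Of 56 chromatin modifiers, a list the study chose on these samples, 10 rose and 26 fell, the same adjusted over the list alone (median log2 -0.22, camera adjusted p = 0.0154, adjusted p = 0.586 with an estimated correlation). The calls of these mitochondrial and chromatin lists ended once the trends on GC content and gene length were removed (adjusted p = 0.172 and 0.105, the highest of ranges that began at 0.00714 and 0.00829). The deacetylase gene HDAC5 fell by 1.11 (adjusted p = 1.91e-06) and HELLS, a remodeller gene, rose by log2 0.99 (adjusted p = 1.96e-06).

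At 5 DPT 3498 genes were higher and 3547 lower than in CTL, with 1081 and 308 changed at least 2-fold. Without overlap between the groups were 49.7% of tested genes, where chance gives 10%.

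After 10 days of recovery (10 DPT), SPRR1B rose from 0.495 CPM in CTL to 20.4 CPM (log2 5.35, standard error 0.18, adjusted p = 5.28e-09, n = 3 and 3), TMEM200A, a membrane protein gene, by log2 5.35 (standard error 0.29, adjusted p = 9.5e-08), ADAMTS15, a matrix protease gene, by 5.22 (standard error 0.35, adjusted p = 4.38e-07), RRAD, a small GTPase gene, by 4.93 (standard error 0.31, adjusted p = 3.05e-07) and CRYAB by 4.86 (standard error 0.28, adjusted p = 1.43e-07). VIM, which encodes the mesenchymal filament vimentin, rose by log2 4.72 (standard error 0.20, adjusted p = 1.6e-08). LOXL4, a lysyl oxidase gene, fell from 57.4 to 2.79 CPM (log2 -4.34, standard error 0.16, adjusted p = 8.89e-09). BMP3, a growth factor gene (log2 -3.28, standard error 0.10, adjusted p = 3.09e-09), PSCA (log2 -3.25, standard error 0.09, adjusted p = 1.89e-09), DAPK2, a death-associated kinase gene (log2 -3.17, standard error 0.12, adjusted p = 9.97e-09), and TRIM31, a ubiquitin ligase gene (log2 -3.16, standard error 0.09, adjusted p = 1.89e-09), also fell.

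**Figure D3:**
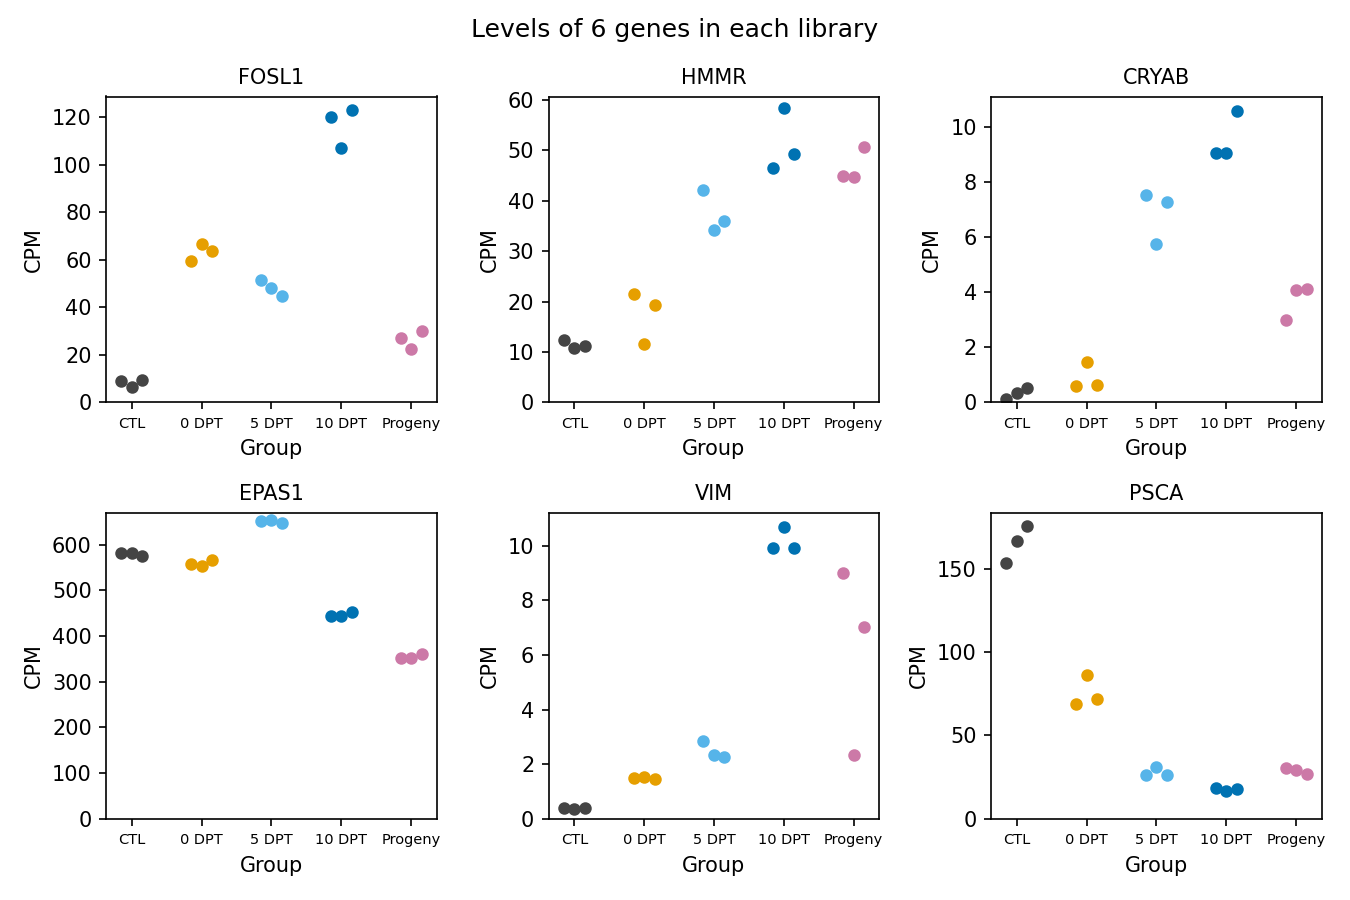
Levels of 6 genes in CPM (vertical axis, from 0) in each of the 15 libraries, one point per library, by group (horizontal axis). FOSL1, HMMR, CRYAB and VIM were higher and EPAS1 and PSCA lower at 10 DPT than in CTL.

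Among the genes the study names, FOSL1 reached 117 CPM at 10 DPT (log2 3.81, adjusted p = 5.42e-09), and JUN (log2 1.83, adjusted p = 9.97e-09), ATF3 (log2 1.36, adjusted p = 3.09e-07), FOS (log2 1.01, adjusted p = 0.00207), MCM7 (log2 0.45, adjusted p = 0.000165), FOXM1 (log2 0.43, adjusted p = 0.000262) and BHLHE40 (log2 0.35, adjusted p = 0.00277) rose. EPAS1 fell from 579 to 448 CPM (log2 -0.37, standard error 0.06, adjusted p = 0.000335), while HIF1A rose (log2 0.86, standard error 0.13, adjusted p = 0.000167) and VHL, whose product marks both HIF proteins for breakdown, fell (log2 -0.40, standard error 0.08, adjusted p = 0.00153). RB1, the retinoblastoma gene, rose (log2 0.52, standard error 0.13, adjusted p = 0.0061). HIF1A and RB1 also varied among replicates along an axis tied to GC content and gene length. GATA3 (log2 -1.23, adjusted p = 2.58e-07), FOXA1 (log2 -1.29, adjusted p = 2.26e-06), RFX5 (log2 -0.36, adjusted p = 0.00412), BPIFB1 (log2 -4.85, adjusted p = 1.75e-05) and CDH5 (log2 -3.20, adjusted p = 1.96e-05) fell. BPIFB1 (0.0568 CPM) and CDH5 (0.239 CPM) had few reads at 10 DPT, so the sizes of their folds are uncertain. VEGFA, JUNB, CA9, HIC1, NR4A1, SERPINB9 and HIST1H2BE were not called.

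Mitotic genes were higher throughout at 10 DPT. All 35 genes of G2/M and mitosis rose, also when adjusted over the list alone (median log2 0.92, camera adjusted p = 2.26e-12, adjusted p = 0.257 with an estimated correlation). HMMR rose by log2 2.17 (adjusted p = 6.11e-08), CENPE, a kinetochore motor gene, by 1.84 (adjusted p = 6.4e-05), and CDK1 by 1.49 (adjusted p = 8.08e-07). Of 38 genes of replication licensing and S phase, 34 rose and 4 were not called, the same adjusted over the list alone (median log2 0.63, camera adjusted p = 1.29e-09, adjusted p = 0.214 with an estimated correlation). RRM2, a ribonucleotide reductase gene, rose among them (log2 1.28, adjusted p = 3.28e-07). Of 23 genes of G1/S control, in part the study's choice, 16 rose and 2 fell, the same adjusted over the list alone (camera adjusted p = 0.00218, adjusted p = 0.203 with an estimated correlation). CDKN1A, a brake on the same cycle, rose with them (log2 1.81, adjusted p = 3.32e-07).

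Of 51 replication-dependent histone genes, a family the study names from these samples, 31 rose and 3 fell, or 32 and 3 adjusted over the list alone (median log2 1.1, camera adjusted p = 2.88e-06, adjusted p = 0.295 with an estimated correlation). HIST1H4B and HIST1H2BI had no read in any CTL library and were at least 70.4-fold and 20.4-fold higher at 10 DPT, against a floor of 3 counts over the group (adjusted p = 3.93e-06 and 0.000254). With both genes set to these bounds the median was also log2 1.1. These mRNAs end without a poly(A) tail and the libraries were poly(A)-selected, and of 30 other tested RNAs without such a tail 11 rose and 1 fell at 10 DPT (median log2 1.06).

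Of 25 genes of senescence-associated secretion, 19 rose and 3 fell, the same adjusted over the list alone (median log2 1.70, camera adjusted p = 3.67e-06, adjusted p = 0.203 with an estimated correlation). MMP1 was higher by log2 4.62 (adjusted p = 1.89e-09) and MMP10 at least 32.6-fold higher, with no read in CTL and a floor of 3 counts over the group (adjusted p = 1.39e-05). Of 24 mesenchymal genes, 16 rose and 3 fell, or 17 and 3 adjusted over the list alone (median log2 0.76, camera adjusted p = 0.00069, adjusted p = 0.203 with an estimated correlation). FN1 rose among them (log2 3.10, adjusted p = 2.71e-08). Of 20 squamous genes, 14 rose and 5 fell, the same adjusted over the list alone (median log2 1.35, camera adjusted p = 0.00708, adjusted p = 0.615 with an estimated correlation). S100A8 was higher by log2 4.47 (adjusted p = 1.09e-07). Ribosomal protein genes numbered 83, of which 6 rose and 59 fell, or 6 and 64 adjusted over the list alone (median log2 -0.38, camera adjusted p = 1.95e-06, adjusted p = 0.615 with an estimated correlation). RPL3 was lower (log2 -1.01, adjusted p = 5.09e-07). These directions held under each scaling.

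Other lists the study chose on these samples, in whole or in part, gave no camera call at 10 DPT. Of 18 AP-1 genes 8 rose and 3 fell, the same adjusted over the list alone (median log2 0.25, camera adjusted p = 0.135, adjusted p = 0.615 with an estimated correlation). Of 56 chromatin modifiers 13 rose and 28 fell, or 14 and 28 adjusted over the list alone (median log2 -0.29, camera adjusted p = 0.0702, adjusted p = 0.615 with an estimated correlation). For 23 O-glycosylation genes 5 rose and 13 fell, or 5 and 14 adjusted over the list alone (median log2 -0.32, camera adjusted p = 0.0702, adjusted p = 0.615 with an estimated correlation). MUC20 fell among them (log2 -2.15, adjusted p = 8.5e-09). Of 19 retinoic acid genes 5 rose and 10 fell, the same adjusted over the list alone (median log2 -0.51 but mean 0.02, camera adjusted p = 0.135, adjusted p = 0.544 with an estimated correlation). DHRS3 was lower (log2 -2.08, adjusted p = 3.37e-09). Of 20 synthetase genes 9 rose and 5 fell, or 11 and 5 adjusted over the list alone (median log2 0.22, camera adjusted p = 0.373, adjusted p = 0.896 with an estimated correlation). For 25 non-integrin matrix genes 9 rose and 12 fell, or 10 and 12 adjusted over the list alone (median log2 -0.06 but mean 0.13, camera adjusted p = 0.753, adjusted p = 0.843 with an estimated correlation). Of 10 HIF pathway components, partly the study's choice, 3 rose and 5 fell, the same adjusted over the list alone (median log2 -0.05 but mean 0.20, camera adjusted p = 0.846, adjusted p = 0.9 with an estimated correlation). The medians of the matrix and HIF lists turned positive under library size alone.

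The other lists gave no camera call at 10 DPT either, here with members higher and lower, camera adjusted p and then the adjusted p with an estimated correlation. Brackets hold the members higher and lower adjusted over the list alone. Hypoxia targets had 14 and 5 of 25, adjusted p = 0.0596 and 0.544 (14 and 5). LOX was higher by log2 3.47 (adjusted p = 7.31e-07). p53 targets had 7 and 10 of 27, adjusted p = 0.952 and 0.949 (7 and 10), their median log2 of 0.01 set against a test that pointed down. Crosslink and excision repair had 14 and 6 of 35, adjusted p = 0.277 and 0.615 (14 and 6). Interferon response had 4 and 15 of 33, adjusted p = 0.135 and 0.615 (6 and 15), and cholesterol synthesis had 11 and 3 of 25, adjusted p = 0.208 and 0.615 (12 and 3). The unfolded protein response had 10 and 8 of 24, adjusted p = 0.999 and 0.999 (10 and 8), median log2 -0.03 and mean 0.05. Epithelial genes had 9 and 8 of 26, adjusted p = 0.753 and 0.9 (9 and 8), and basal breast genes had 6 and 7 of 22, adjusted p = 0.856 and 0.9 (6 and 7), median log2 -0.02 and mean 0.21. Colon genes had 2 and 0 of 6, adjusted p = 0.846 and 0.912 (2 and 0). Fibroblast and endothelial genes had 2 and 4 of 9, adjusted p = 0.479 and 0.615 (2 and 4), blood cell genes 2 and 0 of 3, adjusted p = 0.185 and 0.602 (2 and 0). Platinum transport and detoxification had 8 and 8 of 27, adjusted p = 0.846 and 0.9 (8 and 8).

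Lysosome genes had 6 and 14 of 28, adjusted p = 0.135 by camera and 0.615 with an estimated correlation (7 and 15 adjusted over the list alone). Peroxisome and lipid droplet had 7 and 9 of 30, adjusted p = 0.846 and 0.9 (7 and 9), and Notch pathway 6 and 9 of 23, adjusted p = 0.846 and 0.9 (8 and 9), median log2 0.06 with a test that pointed down. Apoptosis regulators had 7 and 5 of 23, adjusted p = 0.952 and 0.949 (7 and 5), median log2 -0.05 with a test that pointed up. Histone variants had 3 and 4 of 10, adjusted p = 0.649 and 0.9 (3 and 4). Mitochondrially encoded mRNAs had 1 and 5 of 13, adjusted p = 0.753 and 0.9 (2 and 5). Reference genes had 6 and 3 of 12, adjusted p = 0.48 and 0.843 (6 and 3). ACTB was higher by log2 0.99 (adjusted p = 1.06e-06). Library size alone turned the medians of the unfolded protein, epithelial, basal, peroxisome, apoptosis, histone variant and mitochondrial lists positive.

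In all, 4675 genes were higher and 4523 lower at 10 DPT than in CTL, the largest count of the 4 comparisons with CTL, with 1566 and 1094 changed at least 2-fold. No overlap between the groups was seen in 58.6% of tested genes, where chance gives 10%. Scaling by library size alone moved the median of all genes by log2 0.11 and the higher share of calls from 50.8% to 62%.

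In Progeny, the descendants of surviving cells, LGALS1, which encodes galectin-1, rose from 5.12 CPM in CTL to 60.3 CPM (log2 3.57, standard error 0.15, adjusted p = 9.47e-10, n = 3 and 3). VIM rose by log2 3.99 (standard error 0.48, adjusted p = 1.53e-05), TGM2, a transglutaminase gene, by 4 (standard error 0.76, adjusted p = 0.000727), ANKRD1 by 3.20 (standard error 0.22, adjusted p = 6.87e-08) and DHRS2, a reductase gene, by 3.13 (standard error 0.19, adjusted p = 2.58e-08). TGM2 (7.08 CPM, standard deviation 5.71 CPM) and CST2 (6.48 CPM, standard deviation 6.2 CPM) differed widely among the 3 Progeny libraries. ABCG1 fell from 62.3 to 4.77 CPM (log2 -3.69, standard error 0.12, adjusted p = 2.06e-10), and LOXL4 (log2 -2.90, standard error 0.11, adjusted p = 7.06e-10), NEURL3, a ubiquitin ligase gene (log2 -2.93, standard error 0.13, adjusted p = 2.15e-09), and PSCA (log2 -2.52, standard error 0.08, adjusted p = 2.06e-10) also fell.

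EPAS1 was lower in Progeny than in CTL (log2 -0.69, standard error 0.06, adjusted p = 1.34e-06, 355 CPM against 579 CPM), as was the angiogenic factor gene VEGFA (log2 -1.89, standard error 0.09, adjusted p = 2.15e-09), while HIF1A and CA9 were not called. FOSL1 (log2 1.69, adjusted p = 6.32e-07), JUN (log2 1.06, adjusted p = 9.11e-08), JUNB (log2 0.41, adjusted p = 0.00277), MCM7 (log2 0.60, adjusted p = 8.07e-06), ESR1, the estrogen receptor gene (log2 0.73, adjusted p = 0.0017), and HIST1H4E (log2 1.30, adjusted p = 0.000163) rose. FOSL2 (log2 -0.33, adjusted p = 0.00124), JUND (log2 -0.41, adjusted p = 0.00189), GATA3 (log2 -0.58, adjusted p = 2.63e-05), NR4A1 (log2 -0.66, adjusted p = 0.00395), BPIFB1 (log2 -2.83, adjusted p = 0.000133) and CDH5 (log2 -3.83, adjusted p = 5.3e-06) fell. BPIFB1 and CDH5 were under 1 CPM in Progeny, so the sizes of their folds are uncertain. ATF3, CCND1 and E2F4 were not called. RFX5 was called higher (log2 0.22, adjusted p = 0.0385), but not without Progeny replicate 1 (adjusted p = 0.162, from 0.0105 to 0.162 over all other settings, 8 of 15 of which ended the call). RB1 was called higher (log2 0.33, adjusted p = 0.0268), but not without CTL replicate 2 (adjusted p = 0.112) nor with GC content and gene length adjusted for (adjusted p = 0.291, from 0.00311 to 0.291 over all other settings, 7 of 15 of which ended the call).

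Camera called lists of the cell cycle, DNA repair and histones higher in Progeny than in CTL. All 35 genes of G2/M and mitosis rose, also adjusted over the list alone (median log2 1.04, camera adjusted p = 6.96e-18, adjusted p = 0.219 with an estimated correlation), among them CENPE (log2 2.40, adjusted p = 4.02e-07), HMMR (log2 2.05, adjusted p = 3.66e-09) and CENPF, a kinetochore gene (log2 1.62, adjusted p = 2.33e-06). Of 38 genes of replication licensing and S phase, 35 rose and 3 were not called, the same adjusted over the list alone (median log2 0.61, camera adjusted p = 2.46e-13, adjusted p = 0.211 with an estimated correlation). Of 23 genes of G1/S control 15 rose and 2 fell, the same adjusted over the list alone (camera adjusted p = 0.00417, adjusted p = 0.219 with an estimated correlation). Of 35 genes of crosslink and excision repair, the pathways that remove platinum adducts, 15 rose and 3 fell, or 16 and 4 adjusted over the list alone (median log2 0.30, camera adjusted p = 0.0144, adjusted p = 0.438 with an estimated correlation). RAD54L, a recombination gene, was higher by log2 1.12 (adjusted p = 4.36e-07). Of 51 replication-dependent histone genes, named by the study from these samples, 16 rose and 5 fell, the same adjusted over the list alone (median log2 0.62, or 0.60 with 2 genes without CTL reads at their bounds, camera adjusted p = 0.00807, adjusted p = 0.438 with an estimated correlation).

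Camera called lists of amino acid stress, synthetases, lysosome and ribosomal proteins lower in Progeny than in CTL. Of 24 genes of the unfolded protein and amino acid response, 4 rose and 17 fell, the same adjusted over the list alone (median log2 -0.69, camera adjusted p = 6.62e-05, adjusted p = 0.401 with an estimated correlation). TRIB3, a pseudokinase gene of that response, fell from 226 to 39.6 CPM (log2 -2.50, adjusted p = 7.34e-10) and CHAC1 fell by 1.96 (adjusted p = 2.59e-08). Of 20 synthetase genes, the study's choice, 5 rose and 11 fell, or 5 and 12 adjusted over the list alone (median log2 -0.40, camera adjusted p = 0.00807, adjusted p = 0.459 with an estimated correlation). AARS was lower (log2 -1.54, adjusted p = 2.15e-09). Of 28 lysosome genes 1 rose and 15 fell, or 2 and 16 adjusted over the list alone (median log2 -0.25, camera adjusted p = 0.00807, adjusted p = 0.438 with an estimated correlation). CTSD, the cathepsin D gene, was lower (log2 -1.06, adjusted p = 6.6e-07). Of 83 ribosomal protein genes 4 rose and 38 fell, the same adjusted over the list alone (median log2 -0.23, camera adjusted p = 0.000358, adjusted p = 0.625 with an estimated correlation).

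Weaker calls in Progeny were those of 25 cholesterol genes (11 higher, 3 lower, or 13 and 3 adjusted over the list alone, camera adjusted p = 0.0464, from 0.0344 to 0.152 over 10 other settings), 24 mesenchymal genes (14 higher, 4 lower, the same over the list alone, camera adjusted p = 0.04, from 0.0191 to 0.0936), 26 epithelial genes (3 higher, 11 lower, the same over the list alone, camera adjusted p = 0.04, from 0.0225 to 0.0815) and 19 retinoic acid genes chosen by the study (3 higher, 9 lower, the same over the list alone, camera adjusted p = 0.0375, from 0.0208 to 0.0627). Leaving out Progeny replicate 2 ended the cholesterol, epithelial and retinoic acid calls (adjusted p = 0.058, 0.058 and 0.0578), Progeny replicate 3 the cholesterol, mesenchymal and retinoic acid calls (adjusted p = 0.101, 0.0561 and 0.0528), CTL replicate 1 the cholesterol and mesenchymal calls (adjusted p = 0.152 and 0.0936), CTL replicate 2 the cholesterol call (adjusted p = 0.0627) and CTL replicate 3 the epithelial call (adjusted p = 0.0633). The replicate number as a block ended the cholesterol, mesenchymal and retinoic acid calls (adjusted p = 0.0695, 0.0657 and 0.0627). Removing the GC and length trends ended the epithelial call (adjusted p = 0.0815). With an estimated correlation their adjusted p were 0.531, 0.438, 0.531 and 0.494. HMGCS1, which begins sterol synthesis, rose by log2 1.08 (adjusted p = 2.7e-07), and the tight junction gene TJP3 fell by 1.91 (adjusted p = 1.08e-08).

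In Progeny 3759 genes were higher and 3613 lower than in CTL, with 955 and 523 changed at least 2-fold, and 50.7% of tested genes had no overlap between the groups, where chance gives 10%.

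Between 0 and 5 days of recovery, SAA1 rose from 0.514 to 8.78 CPM (log2 4.13, standard error 0.33, adjusted p = 3.7e-05, n = 3 and 3), CRYAB by log2 2.97 (standard error 0.29, adjusted p = 0.000117) and IL32 by 2.79 (standard error 0.33, adjusted p = 0.000416). TCN1, a vitamin B12 carrier gene (log2 -2.73, standard error 0.25, adjusted p = 8.46e-05), RGS4, a G protein regulator gene (log2 -2.30, standard error 0.16, adjusted p = 2e-05), MMP1 (log2 -1.57, standard error 0.11, adjusted p = 2e-05) and LOXL2 (log2 -1.85, standard error 0.12, adjusted p = 1.98e-05) fell. VEGFA fell from 722 to 398 CPM (log2 -0.85, standard error 0.08, adjusted p = 0.000128), and OAS1, an antiviral enzyme gene, fell by 1.21 (adjusted p = 2e-05).

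JUN (log2 0.47, adjusted p = 0.00278) and ATF3 (log2 0.82, adjusted p = 0.000646) rose from 0 to 5 DPT and GATA2 fell (log2 -0.54, adjusted p = 0.0037). FOSL1 was called lower (log2 -0.39, adjusted p = 0.0182), but not without 5 DPT replicate 3 (adjusted p = 0.0798, from 0.00571 to 0.0798 over all other settings, 3 of 15 of which ended the call). EPAS1, HIF1A, MCM7, FOXM1 and RB1 were not called.

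Camera called 4 lists lower at 5 DPT than at 0 DPT. Of 24 genes of the unfolded protein and amino acid response 3 rose and 9 fell, or 4 and 12 adjusted over the list alone (median log2 -0.27, camera adjusted p = 0.0257, adjusted p = 0.617 with an estimated correlation). PHGDH, of serine synthesis, was lower (log2 -0.64, adjusted p = 0.00206). Of 20 synthetase genes, the study's choice, 9 fell, or 10 lower adjusted over the list alone (median log2 -0.26, camera adjusted p = 0.0257, adjusted p = 0.474 with an estimated correlation). Of 26 epithelial genes 1 rose and 10 fell, or 2 and 11 adjusted over the list alone (median log2 -0.21, camera adjusted p = 0.0263, from 0.0233 to 0.0551 over 10 other settings, adjusted p = 0.474 with an estimated correlation). This call ended with the stricter filter and with the GC and length trends removed (adjusted p = 0.0551 and 0.0529). GRHL3 was lower (log2 -0.72, adjusted p = 0.000798). Of 83 ribosomal protein genes 2 rose and 2 fell, or 2 and 0 adjusted over the list alone (median log2 -0.16, camera adjusted p = 0.0263, adjusted p = 0.8 with an estimated correlation). Without 0 DPT replicate 2 this test pointed up (adjusted p = 0.936, from 0.000152 to 0.936 over 10 other settings). It also lost its call without 5 DPT replicate 1 and replicate 3 (adjusted p = 0.128 and 0.0779), with the stricter filter and with the GC and length trends removed (adjusted p = 0.0639 and 0.0529).

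In all 1714 genes were higher and 1735 lower at 5 than at 0 DPT, with 572 and 124 changed at least 2-fold and 41.1% of tested genes without overlap, where chance gives 10%. The counts fell to 655 and 695 without 5 DPT replicate 1, 732 and 684 without replicate 2, and 837 and 772 without replicate 3 of 5 DPT. With the replicate number as a block they were 2621 and 2632. Under library size alone 69.8% of calls were higher, against 49.7%, and with a GC and length offset 31.5% were.

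Between 5 and 10 days of recovery, MMP1 rose from 11.9 to 60.1 CPM (log2 2.33, standard error 0.09, adjusted p = 4.71e-09, n = 3 and 3), VIM by log2 2.02 (standard error 0.15, adjusted p = 1.45e-06) and TMEM200A by 2.40 (standard error 0.26, adjusted p = 2.43e-05). LOXL4 (log2 -2.90, standard error 0.20, adjusted p = 5.87e-07), MTUS2, a microtubule protein gene (log2 -2.28, standard error 0.16, adjusted p = 6.71e-07), and TRIM31 (log2 -2.25, standard error 0.13, adjusted p = 1.54e-07) fell. FOSL1 more than doubled (log2 1.26, standard error 0.08, adjusted p = 5.87e-07).

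EPAS1 fell between these days (log2 -0.55, standard error 0.07, adjusted p = 7.6e-05, 652 to 448 CPM), as did RFX5 (log2 -0.47, standard error 0.08, adjusted p = 0.00141), GATA3 (log2 -0.60, adjusted p = 0.000124) and JUND (log2 -0.48, adjusted p = 0.00267), while JUN rose (log2 0.43, adjusted p = 0.000525). HIST1H4B rose by log2 3.03 (adjusted p = 1.18e-05). VEGFA, RB1, FOXM1 and CCND1 were not called.

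Of 25 hypoxia targets 11 rose and 2 fell from 5 to 10 DPT, or 12 and 2 adjusted over the list alone (median log2 0.24, camera adjusted p = 0.000554, adjusted p = 0.342 with an estimated correlation). ANGPTL4, a lipase inhibitor gene, was higher by log2 1.04 (adjusted p = 0.000175). Of 35 genes of G2/M and mitosis 22 rose, or 28 higher adjusted over the list alone (median log2 0.32, camera adjusted p = 2.03e-08, adjusted p = 0.565 with an estimated correlation). PLK1, a mitotic kinase gene, was higher by log2 0.60 (adjusted p = 0.000276). Of 51 replication-dependent histone genes, of a family the study names, 25 rose, or 30 higher adjusted over the list alone (median log2 0.71, camera adjusted p = 2.7e-12, adjusted p = 0.342 with an estimated correlation). Of 13 mitochondrially encoded mRNAs 6 fell, or 10 lower adjusted over the list alone (median log2 -0.36, camera adjusted p = 0.000853, adjusted p = 0.565 with an estimated correlation). MT-CO3 was lower (log2 -0.68, adjusted p = 0.000406). Of 83 ribosomal protein genes 1 rose and 25 fell, or 2 and 33 adjusted over the list alone (median log2 -0.22, camera adjusted p = 4.45e-05, adjusted p = 0.685 with an estimated correlation).

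Of 25 secretion genes 11 rose and 5 fell, or 11 and 6 adjusted over the list alone (camera adjusted p = 0.0498, from 0.031 to 0.0834 over 10 other settings, adjusted p = 0.412 with an estimated correlation). This call ended under 7 of 10 other settings, among them those without 5 DPT replicate 1, 5 DPT replicate 2 or 10 DPT replicate 1 (adjusted p = 0.0834, 0.0763 and 0.0754). Of 23 O-glycosylation genes, the study's choice, 3 rose and 9 fell, or 4 and 11 adjusted over the list alone (camera adjusted p = 0.0422, from 0.0158 to 0.11, adjusted p = 0.565 with an estimated correlation), lost without 5 DPT replicate 3, without 10 DPT replicate 1 or with the stricter filter (adjusted p = 0.11, 0.105 and 0.0603). Of 19 retinoic acid genes, also chosen by the study, 2 rose and 9 fell, the same adjusted over the list alone (camera adjusted p = 0.0139, from 0.00159 to 0.0576, adjusted p = 0.342 with an estimated correlation), lost without 5 DPT replicate 3 (adjusted p = 0.0576).

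From 5 to 10 DPT 1772 genes were higher and 1946 lower, with 182 and 283 changed at least 2-fold and 37.5% of tested genes without overlap, where chance gives 10%. Without 5 DPT replicate 2 the counts were 871 and 1110, and without 5 DPT replicate 1 the higher count was 1047. With the replicate number as a block the counts were 1163 and 1395. Under library size alone 58.7% of calls were higher, against 47.7%.

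Over the whole recovery from 0 to 10 DPT, DHRS2 rose from 2.41 to 35.1 CPM (log2 3.84, standard error 0.17, adjusted p = 3.37e-06, n = 3 and 3), SAA1 by log2 3.83 (standard error 0.35, adjusted p = 9.75e-05) and CRYAB by 3.44 (standard error 0.27, adjusted p = 4.76e-05). DMBT1, a mucosal defence gene (log2 -3.48, standard error 0.29, adjusted p = 6.33e-05), LOXL4 (log2 -3.33, standard error 0.19, adjusted p = 7.29e-06) and KRT3, a keratin gene (log2 -3.11, standard error 0.16, adjusted p = 5.44e-06), fell. FOSL1 (log2 0.87, adjusted p = 0.000209) and JUN (log2 0.90, adjusted p = 7.75e-05) rose, and VEGFA (log2 -0.73, adjusted p = 0.000853), GATA2 (log2 -0.64, adjusted p = 0.00116) and GATA3 (log2 -0.51, adjusted p = 0.00272) fell. EPAS1 was called lower (log2 -0.33, adjusted p = 0.0114), but not without 10 DPT replicate 1 (adjusted p = 0.0509) nor under library size alone (adjusted p = 0.0915, from 0.000255 to 0.0915 over all other settings, 3 of 15 of which ended the call). MCM7, FOXM1, HIF1A and CCND1 were not called.

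Of 35 genes of G2/M and mitosis 25 rose between 0 and 10 DPT, or 29 higher adjusted over the list alone (median log2 0.43, camera adjusted p = 1.63e-07, adjusted p = 0.41 with an estimated correlation). HMMR was higher by log2 1.54 (adjusted p = 0.000569). Of 25 secretion genes 16 rose and 4 fell, or 16 and 5 adjusted over the list alone (median log2 0.61, camera adjusted p = 0.00222, adjusted p = 0.26 with an estimated correlation). IL1A rose among them (log2 1.5, adjusted p = 0.000144). Of 51 replication-dependent histone genes 31 rose, or 34 higher adjusted over the list alone (median log2 0.90, camera adjusted p = 1.48e-10, adjusted p = 0.26 with an estimated correlation). Of 83 ribosomal protein genes 1 rose and 32 fell, or 1 and 45 adjusted over the list alone (median log2 -0.40, camera adjusted p = 5.98e-06, adjusted p = 0.708 with an estimated correlation).

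Weaker calls were lower unfolded protein genes (2 higher and 9 lower of 24, or 3 and 11 adjusted over the list alone), lysosome genes (2 and 11 of 28, or 2 and 12) and retinoic acid genes chosen by the study (3 and 11 of 19, or 4 and 12), each at camera adjusted p = 0.0319 and at adjusted p = 0.41, 0.629 and 0.41 with an estimated correlation. Over 10 other settings their adjusted p ran from 0.0291 to 0.0764, 0.0291 to 0.0764 and 0.0054 to 0.0729. Without 10 DPT replicate 1 all 3 calls ended (adjusted p = 0.0764, 0.0764 and 0.0679), without 0 DPT replicate 2 the unfolded protein and lysosome calls (adjusted p = 0.0518 and 0.0601) and without 0 DPT replicate 3 the retinoic acid call (adjusted p = 0.0729). The replicate number as a block also ended all 3 calls (adjusted p = 0.0552 each). The stricter filter ended the unfolded protein and lysosome calls (adjusted p = 0.0544 each). PHGDH (log2 -0.83, adjusted p = 0.000399), CTSD (log2 -1.12, adjusted p = 0.000511) and DHRS3 (log2 -1.13, adjusted p = 5.78e-05) fell.

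From 0 to 10 DPT 2873 genes were higher and 2936 lower, with 843 and 407 changed at least 2-fold. Of tested genes 49.5% had no overlap, where chance gives 10%. Without 10 DPT replicate 2 the counts were 1687 and 1901, and with the replicate number as a block 1246 and 1289. Library size alone moved the median of all genes by log2 0.14 and the higher share of calls from 49.5% to 70.2%, and with a GC and length offset that share was 37.9%.

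In Progeny against 10 DPT, MMP1 fell from 60.1 to 6.19 CPM (log2 -3.27, standard error 0.13, adjusted p = 6.88e-10, n = 3 and 3), RRAD by 4.14 (standard error 0.31, adjusted p = 1.74e-07) and INHBE, an activin subunit gene, by 3.88 (standard error 0.24, adjusted p = 3.62e-08). ADH1C, an alcohol dehydrogenase gene (log2 4.10, standard error 0.32, adjusted p = 2.42e-07, 5.32 CPM against 0.298 CPM), CACNG4, a calcium channel subunit gene (log2 3.23, standard error 0.25, adjusted p = 2.37e-07), and CES1, a carboxylesterase gene (log2 2.90, standard error 0.30, adjusted p = 3.62e-06), rose. CRABP1, a retinoic acid carrier gene, had no read in any Progeny library and was at least 17.9-fold lower, against a floor of 3 counts over the group (adjusted p = 5.77e-05).

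FOSL1 (log2 -2.13, standard error 0.10, adjusted p = 3.27e-09, 26.5 CPM against 117 CPM), JUN (log2 -0.77, adjusted p = 1.09e-06), ATF3 (log2 -1.48, adjusted p = 5.59e-08), NR4A1 (log2 -0.98, adjusted p = 0.000285), VEGFA (log2 -2.07, adjusted p = 3.34e-09), HIF1A (log2 -0.67, adjusted p = 0.000188), EPAS1 (log2 -0.33, adjusted p = 0.00171) and HIST1H4B (log2 -5.08, adjusted p = 1.29e-06) were lower in Progeny than at 10 DPT. JUNB (log2 0.46, adjusted p = 0.00174), GATA3 (log2 0.65, adjusted p = 1.35e-05), FOXA1 (log2 1.06, adjusted p = 1.65e-06) and RFX5 (log2 0.58, adjusted p = 9.03e-05) were higher. RB1, MCM7, FOSL2 and FOS were not called.

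Of 24 genes of the unfolded protein and amino acid response 19 were lower in Progeny and 5 not called, the same adjusted over the list alone (median log2 -0.44, camera adjusted p = 5.14e-08, adjusted p = 0.19 with an estimated correlation), among them CHAC1 (log2 -2.29, adjusted p = 5.85e-09) and TRIB3 (log2 -1.92, adjusted p = 4.08e-09). Of 25 secretion genes 3 rose and 18 fell, the same adjusted over the list alone (median log2 -1.33, camera adjusted p = 8.14e-06, adjusted p = 0.21 with an estimated correlation). EREG fell among them (log2 -2.26, adjusted p = 3.18e-09). Of 20 squamous genes 4 rose and 14 fell, the same adjusted over the list alone (median log2 -1.13, camera adjusted p = 0.00173, adjusted p = 0.382 with an estimated correlation). PI3 was lower (log2 -3.86, adjusted p = 1.42e-07). Of 25 hypoxia targets 2 rose and 13 fell, or 2 and 15 adjusted over the list alone (median log2 -0.33, camera adjusted p = 0.00173, adjusted p = 0.339 with an estimated correlation), with the glycolytic HK2 lower (log2 -1.62, adjusted p = 2.11e-08). Of 24 mesenchymal genes 2 rose and 12 fell, or 2 and 13 adjusted over the list alone (median log2 -0.31, camera adjusted p = 0.0242, adjusted p = 0.339 with an estimated correlation). This call was lost without Progeny replicate 2 (adjusted p = 0.0627, from 0.0147 to 0.0627 over 10 other settings).

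Of 33 interferon response genes 17 were higher in Progeny than at 10 DPT and 2 lower, or 17 and 3 adjusted over the list alone (median log2 0.38, camera adjusted p = 0.00173, adjusted p = 0.339 with an estimated correlation), among them BST2, a virus tethering gene (log2 1.91, adjusted p = 8.13e-07), and IFI44 (log2 1.35, adjusted p = 6.21e-08). Of 10 histone variant genes 7 rose, the same adjusted over the list alone (median log2 0.36, camera adjusted p = 0.0078, adjusted p = 0.339 with an estimated correlation). H1FX was higher by log2 1.1 (adjusted p = 6.63e-07). Among 83 ribosomal protein genes 24 rose and 2 fell, or 23 and 2 adjusted over the list alone (median log2 0.18, camera adjusted p = 0.0111, adjusted p = 0.822 with an estimated correlation). This call was lost without 10 DPT replicate 2 and without Progeny replicate 2 (adjusted p = 0.128 and 0.187, from 0.00195 to 0.187 over 10 other settings).

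Among lists the study chose on these samples, which are not independent evidence, 10 of 18 AP-1 genes were lower in Progeny than at 10 DPT and 2 higher (median log2 -0.29, camera adjusted p = 0.0078, adjusted p = 0.382 with an estimated correlation). For synthetases, 15 of 20 genes were lower and 1 higher (median log2 -0.50, camera adjusted p = 2.34e-05, adjusted p = 0.339 with an estimated correlation), both counts the same adjusted over the list alone. Of 51 replication-dependent histone genes 2 rose and 21 fell, or 2 and 23 adjusted over the list alone (median log2 -0.41, camera adjusted p = 0.000777, adjusted p = 0.339 with an estimated correlation).

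In all, 3589 genes were higher and 3589 lower in Progeny than at 10 DPT, with 748 and 947 changed at least 2-fold. Of tested genes 50.4% were without overlap, where chance gives 10%.

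Of the 9198 genes changed at 10 DPT against CTL, 4616 (50.2%) changed the opposite way in Progeny against 10 DPT. Of those raised at 10 DPT 2365 went back down, and of those lowered 2251 went back up. Against CTL, 4762 (51.8%) of the 9198 were changed in Progeny in the direction of 10 DPT, 2371 higher and 2391 lower. Independent lists would share 941, 910, 986 and 916 in turn, a poor reference as comparisons share libraries. A gene changed at 10 DPT must differ in Progeny from 10 DPT, CTL or both, so large shares are partly forced. Both held for 1421 genes, among them FOSL1, JUN and MMP1, lower in Progeny than at 10 DPT and still above CTL. Another 364 lay in Progeny on the other side of CTL. In 20 simulated sets of unchanged groups with the same sharing, a mean of 0.5 genes was called at 10 DPT, too few for a reference. At an unadjusted p under 0.05, looked at after the result was seen, a mean of 20.7% of the simulated genes changed at 10 DPT moved the opposite way and 21.5% the same way (at most 24% and 24.1% in any set). The data gave 54.3% and 55.1%. Part of both overlaps may come from shared libraries and part is forced.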

Values the study reported

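The study reported 2,907 genes upregulated and 3,214 genes downregulated in HCC1806 cells at 10 DPT relative to untreated cells. Among those upregulated it counted FOSL1, EPAS1 and, of histone genes, H2BE and H4BE. In its principal component analysis the first component stood for 29% and the second for 22%.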

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

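Both differences here were tested by the direct comparison of the groups, which was fixed before the data were examined, and the ranges given include a GC and length offset chosen after seeing the data.

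EPAS1 moved in opposite directions against CTL at 5 DPT (log2 0.17) and at 10 DPT (log2 -0.37), and the direct comparison of the days gave log2 -0.55 (adjusted p = 7.6e-05, n = 3 and 3, edgeR). Levels were 579 CPM in CTL, 559 CPM at 0 DPT, 652 CPM at 5 DPT, 448 CPM at 10 DPT and 355 CPM in Progeny, and had standard deviations from 3.47 to 6.11 CPM. The increase at 5 DPT was not called without CTL replicate 2 (adjusted p = 0.126, from 0.00529 to 0.126 over all other settings, 7 of 15 of which ended the call).

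RFX5 was lower than CTL at 10 DPT (log2 -0.36) and higher in Progeny (log2 0.22), and Progeny against 10 DPT gave log2 0.58 (adjusted p = 9.03e-05, n = 3 and 3, edgeR). Its increase in Progeny was not called without Progeny replicate 1 (adjusted p = 0.162, from 0.0105 to 0.162 over all other settings, 8 of 15 of which ended the call). With 3 libraries per group, single libraries were not tested for lying apart from their group.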

How the results depend on the processing

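The GC and length offset was chosen after seeing the data, and the other alternatives were fixed before. Of named gene values under an alternative, 19288 stayed called one way or uncalled, 1315 lost their call, 113 gained one and 1 reversed. Of list results 3007 did, 127 lost the call, 121 gained one and 1 reversed. Reversed were JUND at 0 DPT against CTL with the GC and length offset (log2 -0.23, adjusted p = 0.0314) and ribosomal proteins from 0 to 5 DPT without 0 DPT replicate 2 (adjusted p = 0.936, from 0.000152 with libraries left out), and the cause was not tested.

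With a fold change of at least 2 required as well, higher and lower counts were 594 and 484 at 0 DPT against CTL, 1081 and 308 at 5 DPT, 1566 and 1094 at 10 DPT, 955 and 523 in Progeny, 572 and 124 from 0 to 5 DPT, 182 and 283 from 5 to 10 DPT, 843 and 407 from 0 to 10 DPT and 748 and 947 in Progeny against 10 DPT, with 1019 genes going back and 762 staying changed in Progeny, as fewer genes can pass. Library size alone lowered the lower counts from 0 to 5 DPT to 922 and from 0 to 10 DPT to 1740, and the GC and length offset raised the former to 3610. Higher calls took 61.4% at 5 DPT and 62% at 10 DPT against CTL under library size alone and 39.2% at 5 DPT with the offset. The causes were not tested.

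Leaving out libraries one at a time, with fewer samples, gave from 1572 to 2900 higher and 1359 to 2654 lower genes at 0 DPT against CTL, 655 to 1949 higher and 684 to 2042 lower from 0 to 5 DPT, 871 to 1635 higher and 1110 to 1838 lower from 5 to 10 DPT, and 1687 to 2801 higher and 1901 to 2895 lower from 0 to 10 DPT, with 4 lists called there without 10 DPT replicate 1. With all 5 libraries of one replicate number left out together, shares of the first component lay between 53% and 54.9% and of the second between 21.2% and 22.4%. Over all tested genes they were 33.8% and 24.5%.

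Lists called were 0 in each comparison with an estimated correlation, 17, 19, 26, 26, 10, 16, 18 and 19 with fry, in the order of comparisons above, and 2 from 0 to 5 DPT with the stricter filter.

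Replicate numbers gave no clear pairing of the libraries. Of 30 same-numbered pairs 7 had deviations correlated above 0.1 (from -0.31 to 0.21), and 7 of 15 libraries were closest to their own number. Same-numbered libraries of 0 and 5 DPT had r of -0.022, 0.16 and 0.21, so pairing between these groups stays open. With the replicate number as a block the counts were 2621 and 2632 from 0 to 5 DPT, 1163 higher from 5 to 10 DPT, and 1246 and 1289 with 4 lists from 0 to 10 DPT, and no other count moved by over 1.5 times.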

Other observations

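The tests of composition scaling, of low controls as the whole cause, of reads shared between histone genes, of GC content and gene length as the whole cause of the histone rise and of library size were chosen only after the result was seen, and the GC and length trend was removed by an alternative added after seeing the data.

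All 35 genes of G2/M and mitosis were higher at 10 DPT than in CTL (median log2 0.92), among them HMMR. The tables argued against GC content and gene length as the cause (median 0.872 with that trend removed, bootstrap interval 0.694 to 0.953). With library size alone the median was 1.03 (0.904 to 1.16). That scaling moved the median of all genes by only log2 0.11, too little to remove the rise, so this test could not decide on composition scaling. The tables argued against low controls as the whole cause, as the median from 0 to 10 DPT was 0.432 (0.291 to 0.593). These intervals draw over list members and do not measure the spread between libraries. In the dividing Progeny the list was also higher than in CTL, with a median above that at 10 DPT. The study describes the surviving cells at 10 DPT as nondividing. Low controls as part or all of the cause stay open. A hypothesis is that surviving cells raise mitotic transcripts as they recover, which was found and tested on the same data. Loss of cells and the shares of cells in each phase stay open.

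Replication-dependent histone genes were higher at 10 DPT (median log2 1.1). Reads shared between near-identical members were argued against as the whole cause, as the summed level rose from 390 to 506 CPM, a ratio of 1.3. These sums were scaled by library total alone. Their rise is smaller than the list median, so shared reads as part of the cause stay open. Other RNAs without a poly(A) tail had a median log2 of 1.06 (0.691 to 1.49), so weaker poly(A) selection in the 10 DPT libraries may account for the rise. GC content and gene length as the whole cause were argued against, as the median with that trend removed was 1 (bootstrap interval 0.518 to 1.67) and the list stayed called (camera adjusted p = 9.99e-07). As part of the cause they stay open, since that interval is wide.

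Libraries of different groups deviated together within their groups, along a component that held 53.7% of the within-group variance of 11675 genes, from 0 DPT replicate 2 at -0.554 to 0 DPT replicate 3 at 0.364. GC content and gene length took 0.496 of its variance across genes (Spearman -0.644 and 0.453), which is consistent with a technical source. Library size stays open (r = 0.218, rho = 0.229, exact permutation p = 0.592 over 7776 permutations). No biological explanation was tested.

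For each comparison the 6 libraries form 10 splits into 3 and 3, too few for a share under 0.05, and the real split was the 1 with the most calls. Called genes numbered 5206 at 0 DPT, 7045 at 5 DPT, 9198 at 10 DPT and 7372 in Progeny against CTL, 3449 from 0 to 5 DPT, 3718 from 5 to 10 DPT, 5809 from 0 to 10 DPT and 7178 for Progeny against 10 DPT, and the highest other split called 0 by edgeR, with 1295, 660, 434, 479, 856, 836, 672 and 511 genes at an unadjusted p under 0.05.

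The number of genes higher at 10 DPT than in CTL was 4675 here, or 4354 with DESeq2. That is higher than the value quoted from the study above. The study's rule for replicates names no fold minimum, but whether one was used is open. The first component held 54% of the variance of the 500 most variable genes here. That is higher than the share quoted from the study above, which rests on another set of genes. Over all tested genes the share here was 33.8%. EPAS1 was lower at 10 DPT than in CTL here (log2 -0.37), the opposite direction to that quoted from the study. If the study's H2BE stands for HIST1H2BE, that gene was not called here, while FOSL1 was higher here too.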
